# Cytoplasmic m^1^A reader YTHDF3 inhibits trophoblast invasion by downregulation of m^1^A-methylated IGF1R

**DOI:** 10.1038/s41421-020-0144-4

**Published:** 2020-03-10

**Authors:** Qingliang Zheng, Haili Gan, Fenglian Yang, Yongli Yao, Fan Hao, Ling Hong, Liping Jin

**Keywords:** RNA modification, Extracellular matrix

## Abstract

N^1^-methyladenosine (m^1^A) is one of the important post-transcriptional modifications in RNA and plays an important role in promoting translation or decay of m^1^A-methylated messenger RNA (mRNA), but the “reader” protein and the exact biological role of m^1^A remain to be determined. Here, we identified that nine potential m^1^A “reader” proteins including YTH domain family and heterogeneous nuclear ribonucleoprotein by mass spectrometry, and among them, YTH domain-containing protein 3 (YTHDF3), could bind directly to m^1^A-carrying RNA. YTHDF3 was then identified to negatively regulate invasion and migration of trophoblast. Mechanistically, we found that the m^1^A “reader” YTHDF3 bound to certain m^1^A-methylated transcripts, such as insulin-like growth factor 1 receptor (IGF1R), with the combination of iCLIP-seq (individual-nucleotide resolution ultraviolet crosslinking and immunoprecipitation high-throughput sequencing) and m^1^A-seq. Furthermore, YTHDF3 could promote IGF1R mRNA degradation and thus inhibit IGF1R protein expression along with its downstream matrix metallopeptidase 9 signaling pathway, consequently decreasing migration and invasion of trophoblast. Thus, we demonstrated that YTHDF3 as an m^1^A reader decreased invasion and migration of trophoblast by inhibiting IGF1R expression. Our study outlines a new m^1^A epigenetic way to regulate the trophoblast activity, which suggests a novel therapeutic target for trophoblast-associated pregnancy disorders.

## Introduction

Eukaryote RNAs are found to possess more than 100 different types of post-transcriptional modifications, which can regulate RNA splicing, localization, stability, binding, and translation^1–3^. Methylation at the N6 position of adenosine (m^6^A) is involved in the epigenetic regulation of gene expression^4,5^. N1-methyladenosine (m^1^A) is one frequently occurring modification, which is typically found at many transfer RNAs (tRNAs)^6,7^. Recent transcriptome-wide mapping also revealed that m^1^A modification is also present in human messenger RNAs (mRNAs) and suggested the potential roles of m^1^A in modulating mRNA splicing and translation; meanwhile, m^1^A modification is dynamically changed upon external heat or starve stimulation^8–10^. Maternal–fetal interface cells would suffer many external stimuli (hypoxia, lipopolysaccharide (LPS), and hormone), which dynamically changed during the pregnancy, especially the hypoxia environment could affect trophoblast activity^11–13^. However, whether the trophoblast has dynamic m^1^A modification upon hypoxia remains unclear. Furthermore, the exact function of dynamic m^1^A upon different stimuli, especially the m^1^A modification on specific nucleotide of unique mRNA, has still not been understood and remains to be explored in the future.

Previously, YTH domain-containing proteins were reported to bind directly to m^6^A and to regulate RNA metabolism as readers^14,15^. YTH domain-containing protein 3 (YTHDF3) and YTHDF1 promotes protein synthesis by interacting with the translation machinery and YTHDF3 can increase decay of m^6^A-bearing RNA^16,17^, but YTHDF2 decreased the stability of m^6^A-modified mRNA and inhibits the translation of mRNAs^18^. YTH domain containing 1 (YTHDC1) regulates mRNA splicing by modulating pre-mRNA splicing factors^19^. Taken together, the YTH domain-containing proteins regulate various biological processes via binding to m^6^A-modified RNA^20^. m^1^A as another important RNA modification has been found to be written by tRNA methyltransferase 6 (TRMT6)/TRMT61A complex (writers)^21,22^ and erased by a-ketoglutarate-dependent dioxygenase alkB homolog 3 (ALKBH3) or ALKBH1 (erasers) in human cells^9,23^. It has been suggested that YTH domain family can interact with m^1^A-carrying RNA, potentially functioning as an m^1^A reader^24^. However, cellular proteins acted as readers involved in binding to m^1^A-carrying mRNA remain to be explored, and how the key target transcripts of these m^1^A readers affect cell activity and which underlying pathways and mechanisms mediate these changes are still far from elucidated.

“Insulin-like growth factor (IGF) axis” plays a key role in regulating cell growth and survival and affecting virtually every organ in the body^25–27^. In the placenta, the IGF 1 receptor (IGF1R) is expressed in all cell types, including the trophoblast and villous endothelium^28^. Downregulation of placental IGF1R might be an important factor in pregnancies complicated by intrauterine growth restriction (IUGR)^29^. Recent report has also shown a significant downregulation of IGF1R protein levels in IUGR pregnancies compared to normal pregnancies^30,31^. Interestingly, IGF1R protein downregulation in IUGR placentas was accompanied by impaired activation of intracellular signaling molecules of the IGF1R^32,33^. Moreover, insulin/IGF1R signaling can induce the expression of membrane-type matrix metalloproteinase (MMP), which is the key regulator of cell invasion, migration, and tissue remodeling^34,35^. However, how to accurately regulate the expression of IGF1R, especially via the RNA epigenetic way, subsequently affecting the downstream signaling of IGF1R, still needs to be illustrated.

Herein, we found that YTHDF3 acted as an m^1^A “reader” protein, and YTHDF3 expression was significantly downregulated in HTR8/SVneo cells upon hypoxia treatment. YTHDF3 knockdown increased the expression of key molecule IGF1R via enhancing m^1^A-modified IGF1R mRNA stability, and consequently upregulated MMP9 expression, and finally promoted trophoblast migration and invasion in vitro. Together, our results may add insights to the m^1^A “reader” YTHDF3 as an important regulator of the IGF signaling pathway in promoting invasion of trophoblast, providing potential targets to control pregnancy-associated diseases induced by hypoxia.

## Results

### YTHDF3 selectively binds to m^1^A-containing RNA

To better understand the biological functions of m^1^A in RNA, we designed a 5′-biotin-labeled m^1^A-carrying RNA sequence as the probe bait (Fig. 1a), which was derived from human 28S ribosomal RNA (rRNA) gene and harbored two m^1^A sites in the stem-loop structure^9^. First, the m^1^A and m^6^A contents of m^1^A probes were quantified by liquid chromatography with tandem mass spectrometry (LC-MS/MS), we found that the m^1^A/A ratio is about 30%, and m^6^A/A ratio is about 1% (Supplementary Fig. S1a), indicating that the m^1^A probes have no obvious m^6^A contamination. Furthermore, we verified that m^1^A antibody can specifically bind to m^1^A RNA probe, but not to the corresponding unmethylated control bait, and m^6^A antibody showed a faint nonspecific binding to m^1^A RNA probe (Fig. 1b). Using LC-MS/MS to screen systematically for cellular proteins that bound to m^1^A bearing RNA probe (Supplementary Fig. S1b, c), we identified 155 unique proteins in Raw264.7 cells and 27 unique proteins in HEK293T, respectively (Supplementary Fig. S1d, e). Among nine unique interaction proteins identified in both HEK293T and Raw264.7 cell lines (Supplementary Table S1), we found that YTHDF3 with the highest score in human cells can specificly bind to m^1^A modification probes (Supplementary Fig. S1f). Using biotin pulldown method, we confirmed that YTHDF3 bound significantly stronger to m^1^A RNA probes than YTHDF2, but YTHDF1 almost had no interaction (Fig. 1c); we further confirmed that YTHDF3 could bind to another m^1^A probe from SOX18 mRNA (Supplementary Fig. S1g). These results indicated that YTHDF3 selectively bound to m^1^A-methylated RNA and might act as a “reader” protein.

**Fig. 1:**
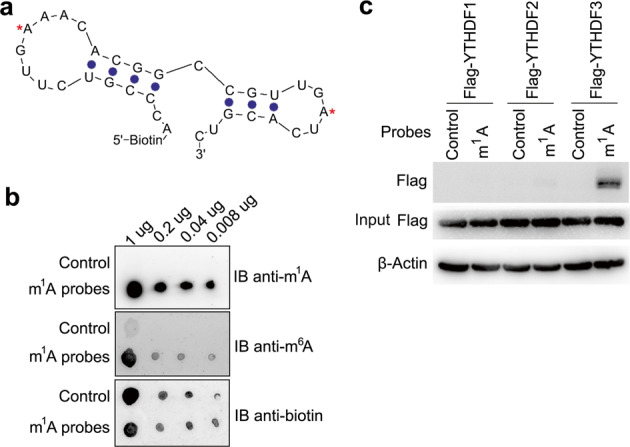
YTHDF3 selectively binds to m^1^A-carrying RNA. **a** Illustration of the m^1^A-modified RNA probe with stem and loop structure derived from the known m^1^A 1322 site in human 28S rRNA. Red asterisks indicated the m^1^A-modified sites. **b** Dot-blot analysis of the m^1^A probes specificity with m^1^A or m^6^A antibody. **c** IP and immunoblot analyses of the indicated probes in trophoblast HTR8/SVneo transfected with YTHDF1/2/3 plasmid as indicated. Data are representative of three independent experiments.

### YTHDF3 inhibited the activity of trophoblast

First, we found that YTHDF3 was significantly downregulated in HTR8/SVneo cells upon hypoxia treatment (Fig. 2a, b), indicating that YTHDF3 may play a potential role in regulating the activity of trophoblast. To investigate the biological significance of YTHDF3, we examined the effects of YTHDF3 knockdown on trophoblast activity. We confirmed that YTHDF3 was stably knocked down by using two different lentiviral short hairpin RNA (shRNA) sequences (Fig. 2c, d). We found that YTHDF3 knockdown significantly promoted the migration, invasion, and proliferation of trophoblast (Fig. 2e–g). In parallel, overexpression of YTHDF3 significantly inhibited the migration, invasion, and proliferation of trophoblast (Fig. 2h–k), suggesting that YTHDF3 could inhibit the activity of trophoblast.

**Fig. 2:**
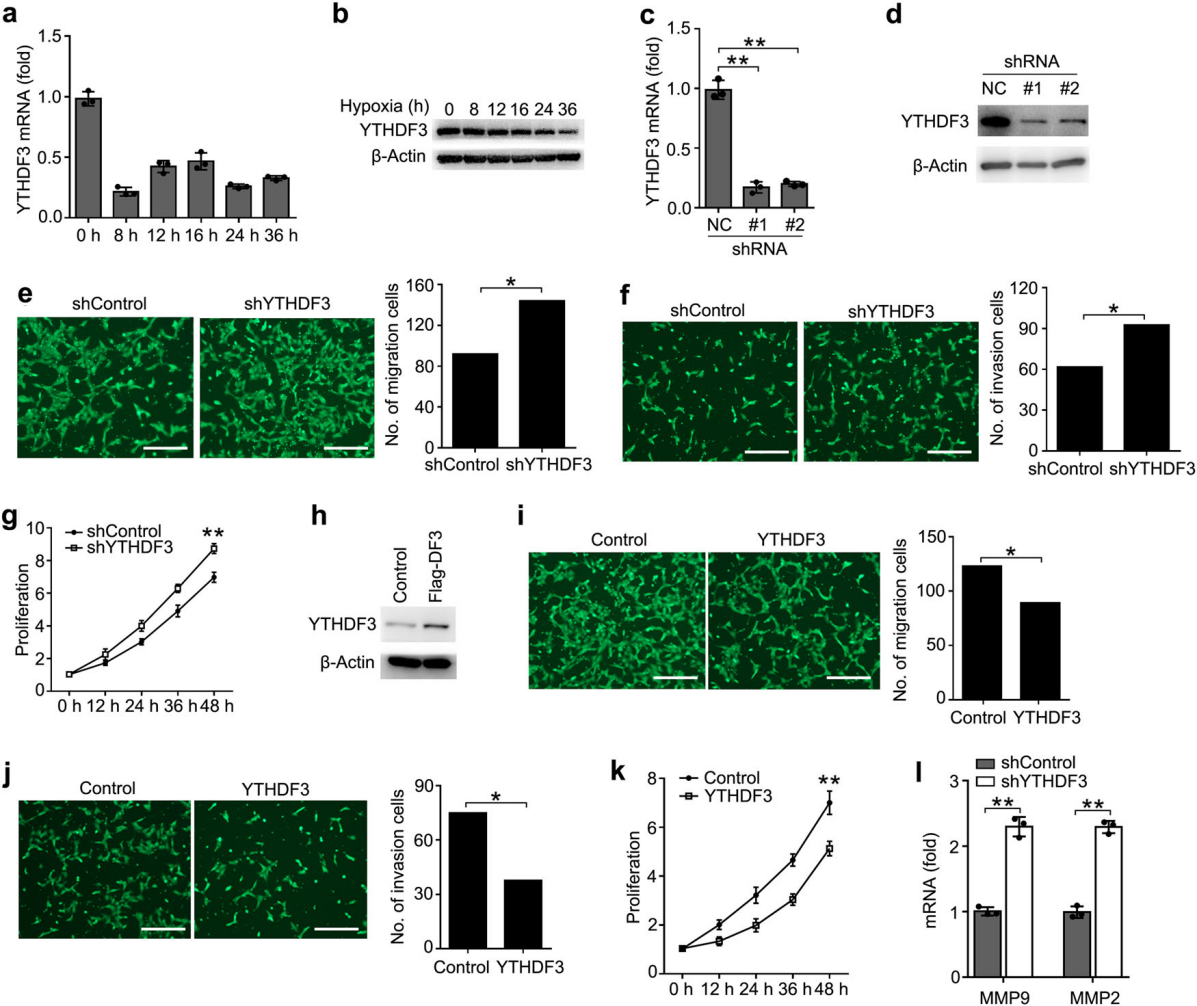
YTHDF3 inhibited the activity of trophoblast. **a**, **b** qRT-PCR and immunoblot analysis of YTHDF3 mRNA (**a**) and protein (**b**) in trophoblast treated with hypoxia as indicated time. The gene expression was normalized to that of the β-actin internal control in each sample. **c**, **d** qRT-PCR and immunoblot analysis of YTHDF3 in trophoblast HTR8/SVneo transfected with lentiviral shControl (NC), YTHDF3 shRNA #1 or #2 as indicated for 72 h. **e**, **f** Left: Migration (**e**) and invasion (**f**) analysis of HTR8/SVneo cells stably expressing control shRNA (shControl) vs. shRNA targeting YTHDF3 (shYTHDF3) by Transwell assay. Representative images are shown. Right: The number of migration and invasion cells was counted by the ImageJ software. **g**, **k** Cell proliferation measured by CCK8 assay of HTR8/SVneo cells stably expressing shYTHDF3 (**g**) and YTHDF3 (**k**) as indicated. The value of OD_450_ was normalized to the value about 24 h after cell seeding. **h** Immunoblot analysis of HTR8/SVneo cells stably expressing YTHDF3 as indicated. **i**, **j** Left: Migration (**i**) and invasion (**j**) analysis of HTR8/SVneo cells transfected with YTHDF3 plasmid by Transwell assay. Representative images are shown. Right: The number of migration and invasion cells was counted by the ImageJ software. **l** qRT-PCR analysis of MMP9 and MMP2 mRNA in HTR8/SVneo stably expressing shControl and shYTHDF3 as indicated. Scale bars, 100 μm; *p < 0.05, **p < 0.01 (Student’s *t* test). Data are representative of three independent experiments (mean and s.d. of technical triplicates (**a**, **c**, **g**, **k**, **l**)).

To further determine the role of YTHDF3 in regulating the activity of trophoblast, we examined the downstream genes of YTHDF3 via transcriptome sequencing. The results indicated that 478 genes in HTR8/SVneo were significantly changed upon YTHDF3 stable knockdown (GEO Accession number: GSE135407) (Supplementary Fig. S2). Because extracellular matrix metallopeptidase played an important role in promoting trophoblast invasion^36^, we further confirmed that knockdown of YTHDF3 enhanced the expression of MMP9 and MMP2 expression in HTR8/SVneo (Fig. 2l). These results indicated that YTHDF3 inhibited the invasion of trophoblast probably via inhibiting the MMP9 and MMP2 expression.

### Identification of YTHDF3-binding RNAs by iCLIP-seq

We further study the underlying mechanisms responsible for YTHDF3-mediated inhibition of trophoblast invasion. As YTHDF3 locates almost exclusively in the cytoplasm of HTR8/SVneo cells treated with hypoxia or LPS (Supplementary Fig. S3a) and it was reported previously that YTHDF3 functions primarily as the RNA-binding protein and m^6^A reader^17^, we hypothesized that cytoplasmic YTHDF3 might directly bind a series of RNAs to inhibit trophoblast invasion. To identify YTHDF3-binding RNAs or the direct targeted RNAs, we performed individual-nucleotide resolution ultraviolet (UV) crosslinking and immunoprecipitation (IP) high-throughput sequencing (iCLIP-seq). Immunoblotting of RNA-protein complexes revealed extensive signal for anti-YTHDF3 but not control anti-IgG IPs, suggesting the enrichment for YTHDF3-binding RNAs (Fig. 3a). Complementary DNA (cDNA libraries were constructed from the purified RNAs and submitted for Illumina deep-sequencing (Supplementary Fig. S3b, c). From four pooled YTHDF3 iCLIP experiments, we obtained 62 and 76 million clean reads from the HTR8/SVneo cells upon normoxia condition, and 72 and 40 million clean reads from hypoxia condition, respectively (GEO Accession number: GSE135642) (Supplementary Table S2). After mapping hg38 human genome and removing PCR duplicates, we yielded 889 and 1076 peaks from the normoxia cells, and 589 and 567 peaks from hypoxia cells (Supplementary Table S2). Interestingly, YTHDF3 peaks were mainly enriched in intergenic (~65%) and introns (~23%), but less (~12%) in coding sequence (CDS), 5′-untranslated regions (5′-UTRs), 3′-UTRs, and noncoding RNA regions (Fig. 3b), suggesting that YTHDF3 preferentially binds intergenic region of RNA transcripts. Most of the annotated RNA transcripts are mRNA and ribosomal RNAs, and 76 transcripts are shared between 131 ones in normoxia cells and 112 ones in hypoxia cells (Supplementary Fig. S3d, e, f), confirming that the data were highly consistent across different treatments. Hexamer enrichment analysis of iCLIP-seq peaks within all annotated genes identified that YTHDF3 bound to CGGAAGA motif of RNA transcripts in normoxia condition and GAACCGC motif in hypoxia condition (Fig. 3c). Together, these data showed both location and sequence preference for YTHDF3-binding RNAs.

**Fig. 3:**
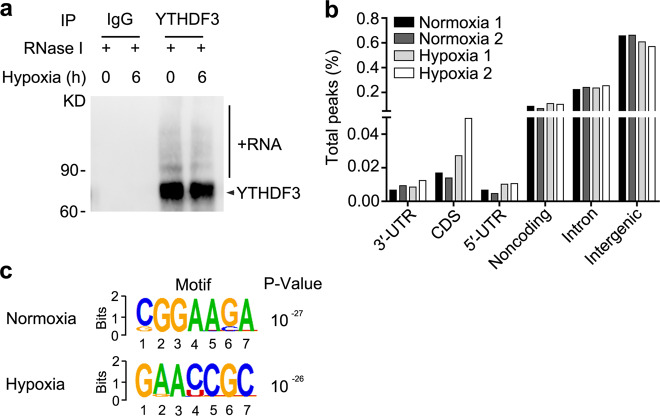
Identification of YTHDF3-binding RNAs by iCLIP-seq. **a** Immunoblot analysis of immuno-purified and biotin-labeled YTHDF3-RNA complexes transferred to PVDF membrane. IP with IgG as a control shows high specificity of the YTHDF3-RNA signal. **b** Percentage of total nucleotides under significant iCLIP-seq peaks within refSeq protein-coding genes broken down into transcript feature types extracted from refSeq. **c** Composite motif logo of the multiple sequence alignment of the most enriched hexamers under significant iCLIP-seq peaks within protein-coding genes as identified by *P* value, comparing hexamer frequencies to permutations of binding site locations within bound transcripts for normoxia (top) or hypoxia (bottom) cells. Data are representative of three independent experiments with similar results (**a**).

To understand the functional targets of YTHDF3, we used DAVID (Database for Annotation, Visualization, and Integrated Discovery) to identify Kyoto Encyclopedia of Genes and Genomes (KEGG) and gene ontology (GO) terms enriched among protein-coding genes, which were associated with YTHDF3 iCLIP-seq peaks. We observed that YTHDF3 might take part in a set of biological processes and the enrichment for several cellular signaling pathways (Supplementary Fig. S3g, i). Intriguingly, YTHDF3-binding RNAs were enriched in insulin signaling pathway and vascular endothelial growth factor (VEGF) signaling pathway (Supplementary Fig. S3h, j). Thus, the iCLIP-seq peaks further reflect the signaling pathway of YTHDF3 in the regulation of trophoblast invasion.

### m^1^A-seq in trophoblast induced by hypoxia

To explore the mechanisms of m^1^A “reader” YTHDF3 on trophoblast activity, we intended to identify the transcripts with altered m^1^A methylation in trophoblast induced by hypoxia. We performed m^1^A-IP analysis of HTR8/SVneo cells upon hypoxia vs. normoxia (GEO Accession number: GSE135403) (Supplementary Table S3). 

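HTR8/SVneo, an immortalized human trophoblast line, was kept at 20% oxygen (normoxia) or at 2% oxygen for 12 h (hypoxia). Polyadenylated RNA was fragmented, and fragments bound by an m1A antibody were precipitated and sequenced beside the unprecipitated input. The peaks show where this antibody enriched RNA, and what else it may bind was not tested here. Each condition had 2 m1A-IP libraries and 2 input libraries, 8 libraries in all, read in single 50-bp reads. The authors' processing notes name Bowtie and the genome build hg38, and peaks with a false discovery rate under 0.05 were annotated to RefSeq. The paper's text refers to an earlier protocol for the analysis and does not name the peak caller. The deposited data are 1 list of m1A peaks per condition, 580 for normoxia and 190 for hypoxia. Each peak has a RefSeq transcript, its start and end in nucleotides of that transcript, a region class and a mark as common to both conditions or unique to 1. Each peak also has a log2 enrichment of the m1A IP over its input for both replicates of both conditions, so a value exists in the condition where the peak was not called. The log base was read from the values. In normoxia replicate 1, 344 of the 580 values equalled the base-2 logarithm of a ratio of whole numbers with denominators up to 1000, within 1e-10, against 0 values for the natural logarithm. Over the normoxia list, the median log2 enrichment was 1.12 and 1.04 in the normoxia replicates, or 2.18-fold and 2.06-fold, and 0.41 and 0.56 in the hypoxia replicates. Over the hypoxia list, it was 0.99 and 1.30 in the hypoxia replicates and 0.86 and 0.42 in the normoxia replicates. The region classes, the common marks and the log2 values were used as the authors gave them, and the gene coordinates were taken from the hg38 annotation. The lists hold no read counts, so the depth behind each value cannot be read from them. A peak was listed because its enrichment was high in its own condition, so part of a lower value in the other condition follows from that selection. The paper states that all experiments were repeated independently, and it does not say how the 2 replicates per condition of this experiment were made.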

Trophoblast upon hypoxia exhibited a relatively low total m^1^A level (Supplementary Fig. S4a). 

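The m1A peaks of hypoxia lay closer to the 5′ end of their transcripts than those of normoxia. Of the 190 hypoxia peaks, 135 (71.1%, exact 95% interval 64.0 to 77.4%) had their centre in the first 500 nt of the transcript. Of the 580 normoxia peaks, 241 (41.6%, 37.5 to 45.7%) did. The start codon class held 38 hypoxia peaks (20.0%) and 78 normoxia peaks (13.4%). WDR26, a subunit of an E3 ubiquitin ligase, lies on chromosome 1 of hg38 from 224385146 to 224434797 and had a start codon peak in both conditions. At nt 36 to 205 of its transcript, the log2 enrichment was 1.73 ± 0.42 (SD, n = 2) in hypoxia and 1.35 ± 0.40 (SD, n = 2) in normoxia. METTL3, an m6A methyltransferase on chromosome 14 from 21498138 to 21511340, had a start codon peak at nt 91 to 190 that was listed for normoxia alone. Its log2 enrichment was 1.43 ± 0.26 (SD, n = 2) in normoxia and 0.52 ± 0.46 (SD, n = 2) in hypoxia. The median distance of the peak centre from the 5′ end was 310.5 nt in hypoxia and 749 nt in normoxia, and the mean distance was 818 ± 1608 nt (SD over peaks) and 1672 ± 2277 nt. The difference of the means, -853 nt, had p = 1e-05 in a two-sided permutation test, the smallest p that 100000 permutations can give. Peaks were shuffled in this test, so its p compares the lists and not cultures. The distance to the start codon itself, the GC content and the motifs of mRNA peaks were not computed, since the reference at hand holds no RefSeq transcript sequences.

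**Figure D1:**
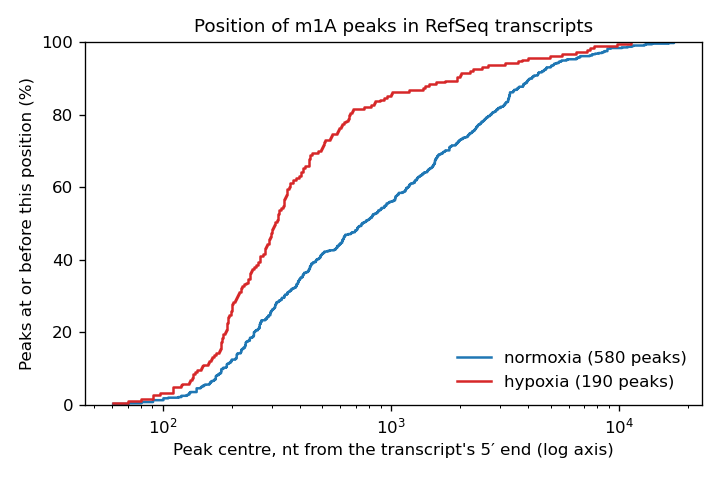
Cumulative share of m1A peaks (vertical axis, percent) by the position of the peak centre from the 5′ end of the transcript (horizontal axis, nt, log axis), for the 580 normoxia and 190 hypoxia peaks. The hypoxia line lies above the normoxia line at 500 nt, at 71.1% against 41.6%.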

Consistent with previous m^1^A-seq results and that regions harboring m^1^A sites have higher GC content^8^, we identified that the m^1^A peaks were enriched near the start codons, with the relative conserved GACCCGU and UGAGGXG (X means C, A, U) motifs (Fig. 4a and Supplementary Fig. S4b). In total, we identified about 580 m^1^A peaks in about 494 transcripts from the normoxia sample and 190 m^1^A peaks in about 183 transcripts from the hypoxia sample, in which 29 transcripts showed common m^1^A modifications between the two groups (Fig. 4b, c). 

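The peaks lay on 489 different RefSeq transcripts in normoxia and on 181 in hypoxia, and the normoxia list held 3.05 times as many peaks. In normoxia, 13 genes had 3 peaks or more, among them FNDC3B, a fibronectin domain protein, the centrosomal protein gene NIN and the histone methyltransferase gene KMT2A, and in hypoxia no gene did. A shorter list leaves fewer genes with 3 peaks, so this count does not set the conditions apart. Of the 39 peaks of these 13 genes, 29 were in the CDS, and at 37 both hypoxia values were below both normoxia values. All 39 were unique to normoxia, a selection in which 437 of 535 peaks outside rRNA (81.7%) had this order. The highest hypoxia peaks were in the 5′-UTRs of SGK3, a kinase gene, of ATP11C, which encodes a phospholipid flippase, and of RIF1, a gene of DNA repair and replication timing. SGK3, on chromosome 8 of hg38 from 66712781 to 66862022, had a log2 enrichment at nt 76 to 307 of 1.94 ± 0.09 (SD, n = 2) in hypoxia and 0.52 ± 0.09 (SD, n = 2) in normoxia. At the ATP11C peak the values were 1.87 ± 1.12 (SD, n = 2) and 1.05 ± 0.30 (SD, n = 2). The 10 highest ranks of the normoxia list went to rRNA peaks. Among its mRNA peaks, a group chosen after the values were seen, the 3′-UTR peak of RPP30, a subunit of RNase P, was the highest, with 2.00 ± 0.59 (SD, n = 2) in normoxia and 0.30 ± 0.06 (SD, n = 2) in hypoxia.
A peak was listed in both conditions on 42 transcripts. On 29 of these a normoxia and a hypoxia peak shared at least 1 nt, which are the peaks the lists mark as common, 15.3% of the hypoxia peaks and 5% of the normoxia peaks. MARCHF6, an ubiquitin ligase gene of the endoplasmic reticulum on chromosome 5 from 10353695 to 10440388, had the same start codon peak, nt 141 to 380, in both lists, with 1.29 ± 0.22 (SD, n = 2) in normoxia and 1.32 ± 0.15 (SD, n = 2) in hypoxia. On the other 13 transcripts the peaks lay apart. PTEN, the phosphatase that opposes PI3K, had its 5′-UTR peak at nt 291 to 390 in normoxia and at nt 631 to 730 in hypoxia. The counts depend on the thresholds: with a mean log2 enrichment of at least 1.12 in the peak's own condition, the median over both lists, 271 normoxia and 114 hypoxia peaks remained. With an overlap of at least 50% of both peaks, 16 were common.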

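At the 535 peaks unique to normoxia outside rRNA, m1A enrichment was lower in hypoxia, and at the 161 peaks unique to hypoxia it was lower in normoxia. The mean log2 enrichment at the normoxia-unique peaks was 1.16 ± 0.23 (SD over peaks) and 1.10 ± 0.21 in the normoxia replicates and 0.36 ± 0.31 and 0.56 ± 0.49 in the hypoxia replicates. In a CDS peak of the nucleoporin gene NUP188, on chromosome 9 of hg38 from 128947699 to 129007096, the values at nt 3857 to 4231 were 1.35 ± 0.17 (SD, n = 2) in normoxia and 0.32 ± 0.04 (SD, n = 2) in hypoxia. MXI1, which encodes an antagonist of MYC, had 1.61 ± 0.47 (SD, n = 2) in normoxia and 0.39 ± 0.04 (SD, n = 2) in hypoxia in a CDS peak. At 437 of the 535 peaks (81.7%) both hypoxia values were below both normoxia values and at 0 both were above. Chance gives 16.7% each way only for peaks not selected by condition, and these were called in normoxia and not in hypoxia. Of the 29 common peaks of the normoxia list, 7 (24.1%) had both hypoxia values below. At the hypoxia-unique peaks, the mean was 1.04 ± 0.20 (SD over peaks) and 1.37 ± 0.36 in the hypoxia replicates and 0.73 ± 0.54 and 0.34 ± 0.50 in the normoxia replicates, and at 106 (65.8%) both normoxia values were below both hypoxia values. FBXW7, the substrate receptor of a ubiquitin ligase, had 1.67 ± 0.84 (SD, n = 2) in hypoxia and 0.26 ± 0.01 (SD, n = 2) in normoxia in its 5′-UTR. The enrichment was often not at the input level in the other condition. At 184 normoxia-unique peaks 1 hypoxia replicate, and at 26 both, reached 0.72, the lowest value of any listed peak in its own condition in normoxia. At the common peaks the means were 1.27 and 1.05 in normoxia and 0.92 and 1.27 in hypoxia.
Per peak, 3 of the 190 hypoxia peaks were higher in hypoxia at an adjusted p under 0.05 from limma, and 46 at an unadjusted p. They were chosen for naming after their values were seen. The CDS peak of GGT1, a gamma-glutamyltransferase gene, had a log2 difference of 2.79 (standard error 0.42, adjusted p = 0.00834 from limma), and that of RBBP8, a gene of DNA end resection, 2.48 (standard error 0.40, adjusted p = 0.00834). The 5′-UTR peak of CAMK2N1, a kinase inhibitor gene, had 1.98 (standard error 0.40, adjusted p = 0.0317). In simulated data of the same size, with 1 spread for all peaks, limma called 2 of 142 unchanged peaks. The simulated peaks were not selected, whereas the listed peaks were chosen for high hypoxia values. This rate therefore does not carry over to the 3 peaks or to the 46. Without normoxia replicate 1, 44 peaks were called, and with the replicate numbers crossed as a block 0 were called (68 at an unadjusted p). Of the 580 normoxia peaks, 0 were lower in hypoxia at an adjusted p under 0.05 from limma and 297 at an unadjusted p, with a smallest adjusted p of 0.0605. With the 16 rRNA peaks left out, a setting chosen after the values were seen, 175 of 564 were called, those of NUP188 and MXI1 included (adjusted p = 0.043 for both).

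**Figure D2:**
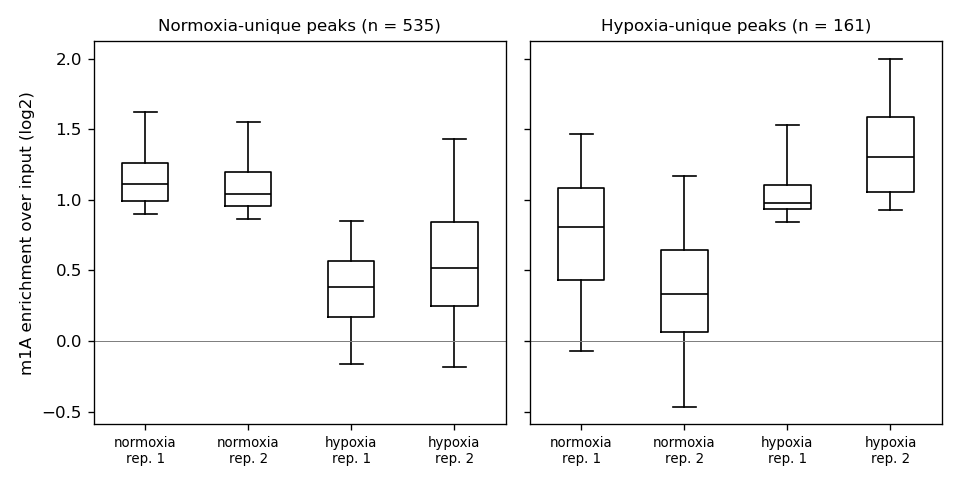
Log2 enrichment of m1A IP over input (vertical axis) in the 4 IP libraries (horizontal axis) at the 535 normoxia-unique peaks outside rRNA (left) and the 161 hypoxia-unique peaks (right). Boxes span the quartiles with the median as a line and whiskers the 5th to 95th percentiles, and both libraries of the condition in which the peaks were called have the higher medians.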

In HTR8/SVneo cells treated with hypoxia, 551 peaks in 465 transcripts disappeared and 161 new peaks in 154 transcripts appeared; the 29 peaks in 29 transcripts were found in both normoxia- and hypoxia-treated cells (Fig. 4b, c). We further investigated the m^1^A distribution patterns within both total and unique peaks. A similar pattern of total and unique m^1^A distribution in normoxia and hypoxia cells was observed when the RNA species were divided into 5′-UTR, start codon, CDS, stop codon, 3′-UTR regions of mRNAs, and noncoding RNAs (Fig. 4d). 

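Leaving out the common peaks moved the share of no region class by more than 1.47 points in normoxia or 1.99 points in hypoxia. Of the 551 normoxia-unique peaks, 284 (51.5%) were in the CDS, 82 (14.9%) in the 3′-UTR, 69 (12.5%) in the 5′-UTR and 66 (12.0%) at the start codon. Of the 161 hypoxia-unique peaks, 59 (36.6%) were in the 5′-UTR, 42 (26.1%) in the CDS, 29 (18.0%) at the start codon and 12 (7.45%) in the 3′-UTR. The peaks common to both conditions were found mainly near the 5′ end. They made up 19 of the 154 normoxia peaks in the 5′-UTR or at the start codon (12.3%, exact 95% interval 7.59 to 18.6%) and 10 of the 426 normoxia peaks elsewhere (2.35%, 1.13 to 4.27%; Fisher's exact test, two-sided, p = 7.1e-06). In the hypoxia list they made up 21 of 109 (19.3%) and 8 of 81 (9.88%), which missed the threshold in Fisher's exact test (p = 0.102). NF1, a negative regulator of RAS on chromosome 17 of hg38 from 31094977 to 31377675, had a common peak at its start codon, with a log2 enrichment of 1.30 ± 0.45 (SD, n = 2) in normoxia and 1.36 ± 0.33 (SD, n = 2) in hypoxia at nt 261 to 508. WASL, which promotes actin polymerization, had a common peak that was classed as start codon in the normoxia list and as 5′-UTR in the hypoxia list. CERT1, a ceramide transfer protein gene, had a common peak in the CDS. Peaks of 1 list are not independent replicates, so these p-values compare the lists and not cultures.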

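In hypoxia, 71 of the 190 m1A peaks were in 5′-UTRs (37.4%, exact 95% interval 30.5 to 44.7%), and in normoxia 76 of 580 (13.1%, 10.5 to 16.1%). In the CDS were 48 hypoxia peaks (25.3%, 19.3 to 32.1%) and 292 normoxia peaks (50.3%, 46.2 to 54.5%). In 3′-UTRs were 13 (6.84%) and 83 (14.3%), at stop codons 2 (1.05%) and 17 (2.93%), and in noncoding RNAs 18 (9.47%) and 34 (5.86%). Among the hypoxia-unique 5′-UTR peaks were those of RIF1 and of the growth factor gene VEGFC. The RIF1 peak at nt 76 to 240, in a gene on chromosome 2 of hg38 from 151409902 to 151534435, had a log2 enrichment of 1.75 ± 0.96 (SD, n = 2) in hypoxia and 0.59 ± 0.44 (SD, n = 2) in normoxia. The VEGFC peak at nt 251 to 430 had 1.12 ± 0.22 (SD, n = 2) in hypoxia and 0.66 ± 0.99 (SD, n = 2) in normoxia, a difference within the spread of the normoxia replicates. Among the normoxia-unique CDS peaks were all 3 peaks of NIN and all 3 of KMT2A. The NIN peak at nt 2651 to 2880 had 1.06 ± 0.04 (SD, n = 2) in normoxia and 0.18 ± 0.26 (SD, n = 2) in hypoxia, and the KMT2A peak at nt 10811 to 10960 had 0.99 ± 0.01 (SD, n = 2) and 0.26 ± 0.16 (SD, n = 2). By Fisher's exact test, two-sided and adjusted over the 6 region classes, hypoxia had more of its peaks in 5′-UTRs (odds ratio 3.96, adjusted p = 1.5e-11) and fewer in the CDS (odds ratio 0.333, adjusted p = 2.9e-09) and in 3′-UTRs (adjusted p = 0.0149). Between the unique peaks of both lists, the adjusted p was 4.0e-10 for 5′-UTRs and 3.1e-08 for the CDS. The start codon class missed the threshold (adjusted p = 0.0526) and passed it among mRNA peaks alone (0.0221). The noncoding class missed it (adjusted p = 0.115) and passed it without the rRNA peaks (0.00238). A share gives the place of the listed peaks and not the number of methylated molecules, and the peaks rather than cultures were the units of the test.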

Interestingly, total or unique peaks in hypoxia showed a significant increase of m^1^A deposit appeared in 5′-UTR regions and a decrease of m^1^A in CDS regions compared to total peaks in normoxia (Fig. 4d). 

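Of the genes of RNA transport, 11 had an m1A peak in normoxia alone and 1, the translation initiation factor gene EIF1, in hypoxia alone, among 447 and 139 such genes in all (Fisher's exact test, two-sided, p = 0.311). The 11 included the nucleoporin genes NUP188, NUP214, NUP50 and POM121 and the exportin genes XPO5 and XPO7. XPO5, which exports microRNA precursors, lies on chromosome 6 of hg38 from 43522334 to 43576038, and its start codon peak at nt 177 to 430 had a log2 enrichment of 1.12 ± 0.20 (SD, n = 2) in normoxia and 0.31 ± 0.14 (SD, n = 2) in hypoxia. At 12 of the 14 normoxia peaks of these genes both hypoxia values were below both normoxia values. The exceptions were EIF5B and NUP50, and NUP50 had 1.14 ± 0.27 (SD, n = 2) in normoxia and 1.16 ± 0.65 (SD, n = 2) in hypoxia. All 14 were unique to normoxia. Of all 535 normoxia-unique peaks outside rRNA, 437 (81.7%) had both hypoxia values below, so this order is not particular to RNA transport. Of the genes of VEGF signaling, NFATC3 had peaks in normoxia alone, and PIK3CB and the calcineurin gene PPP3CA had peaks in both conditions. Of the genes of focal adhesion, CRKL, GSK3B, IGF1R, ITGA6 and TNS1 had a peak in normoxia alone, ITGB3 and VEGFC in hypoxia alone, and PTEN and the Rho kinase gene ROCK2 in both. The integrin gene ITGA6 had a CDS peak with 1.13 ± 0.20 (SD, n = 2) in normoxia and 0.56 ± 0.25 (SD, n = 2) in hypoxia, and the integrin gene ITGB3 a CDS peak at nt 1531 to 1630 with 0.16 ± 0.07 (SD, n = 2) in normoxia and 0.96 ± 0.05 (SD, n = 2) in hypoxia. Of the 85 genes on the list used here for cell migration, those with a peak were ROCK2, SSH2 and WASL, and each had a common peak. The gene lists were written from general pathway knowledge and are not the paper's GO or KEGG terms. Genes of those terms outside the lists may also have a peak. The values at the common peak of ROCK2 were 1.15 ± 0.13 (SD, n = 2) in normoxia and 1.29 ± 0.26 (SD, n = 2) in hypoxia. SSH2, a cofilin phosphatase gene, had a further CDS peak in normoxia alone, with 1.21 ± 0.32 (SD, n = 2) in normoxia and -0.05 ± 0.19 (SD, n = 2) in hypoxia.
None of the 15 lists of genes tested passed the same test between the conditions (adjusted p = 1 for each), and the unadjusted p of RNA transport was the smallest. For cell migration, probe-binding proteins, mesenchymal markers, mitochondrial genes and histones the outcome was fixed, since no gene had a peak in 1 condition alone. Others, such as VEGF signaling with 1 gene in normoxia alone and 0 in hypoxia alone, held too few genes to pass. These tests therefore do not decide whether a pathway differs between the conditions. Adjusted over the list alone, 6 of the 14 RNA transport peaks were lower in hypoxia by limma, against 0 when adjusted over all 580 peaks. For cell migration it was 1 of 4, for VEGF signaling 0 of 4 and for focal adhesion 0 of 7. Of all 580 normoxia peaks, 297 were lower in hypoxia at an unadjusted p under 0.05 from limma. All were selected by their normoxia values, so the 6 of 14 do not set RNA transport apart. No enrichment over all expressed genes was computed, since the lists do not hold the genes without a peak.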

The transcripts showing disappeared (normoxia) or new (hypoxia) m^1^A methylation were enriched in GO terms related to cell migration and cell-matrix adhesion (Supplementary Fig. S4c, e), and KEGG terms related to RNA transport pathway, VEGF signaling pathway, and focal adhesion pathway (Supplementary Fig. S4d, f). These results of GO and KEGG analysis further indicated that m^1^A modification played important roles in the trophoblast cells mainly via regulating the cell-matrix signaling pathway.

**Fig. 4:**
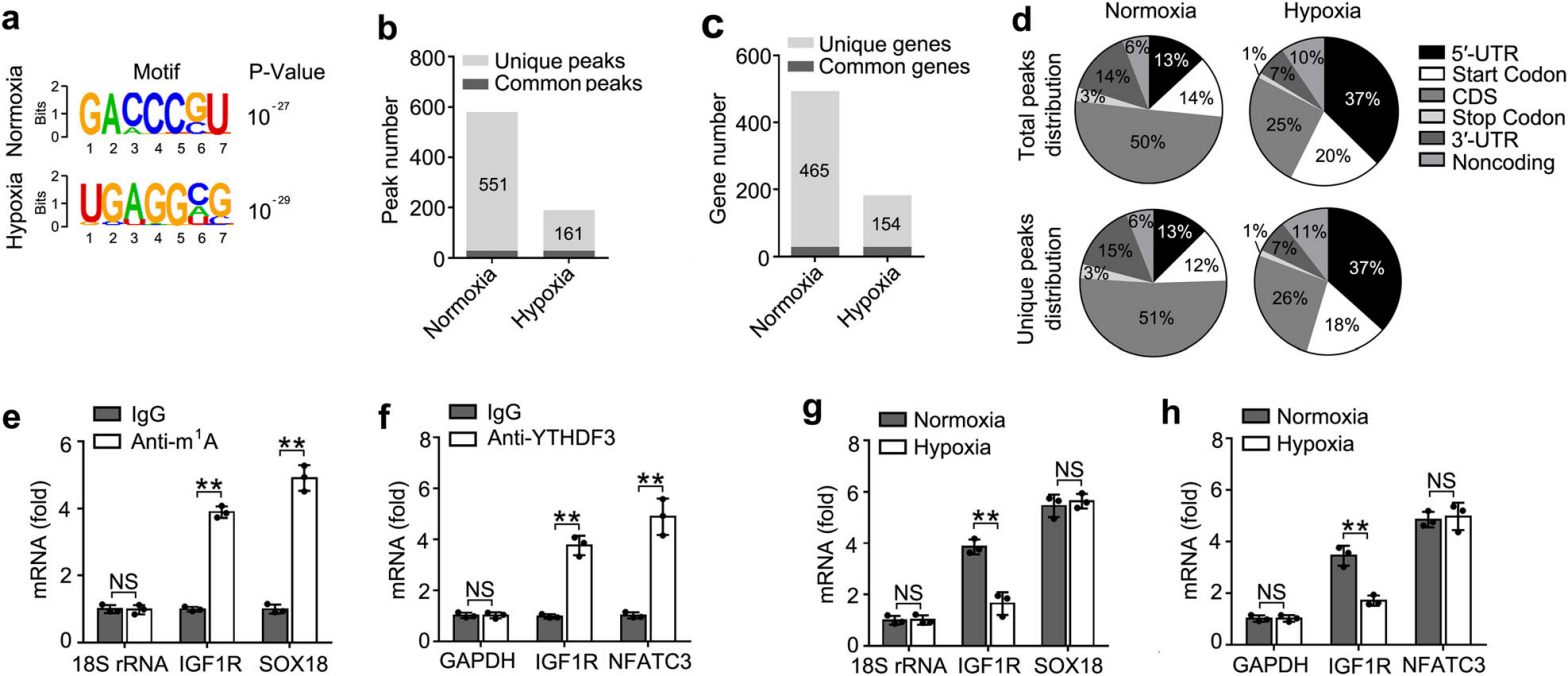
m^1^A-seq identified transcripts with altered methylation in trophoblast induced by hypoxia. **a** Composite motif logo of the multiple sequences with significant m^1^A peaks for normoxia (top) or hypoxia (bottom) HTR8/SVneo cells. **b** Number of m^1^A peaks identified in m^1^A-seq in normoxia and hypoxia HTR8/SVneo cells. **c** Number of m^1^A-modified genes identified in m^1^A-seq. Common m^1^A genes contain at least one common m^1^A peak, while unique m^1^A genes contain no common m^1^A peak. **d** Graphs of m^1^A peak distribution showing the proportion of total m^1^A peaks in the indicated regions in normoxia and hypoxia cells (top) and loss of existing m^1^A peaks (unique peaks in normoxia) or the appearance of new m^1^A peaks (unique peaks in hypoxia) after hypoxia treatment (bottom). **e**, **f** Enrichment fold of the indicated RNA transcripts in m^1^A (**e**), YTHDF3 (**f**) IP vs. RNA input control. **g**, **h** Enrichment fold of the indicated RNA transcripts in m^1^A (**g**), YTHDF3 (**h**) IP vs. RNA input control in HTR8/SVneo upon hypoxia for 12 h. Each transcript was quantified by qRT-PCR. NS: not significant; **p < 0.01 (Student’s *t* test); NS, not significant. Data are representative of three independent experiments (mean and s.d. of technical triplicates (**e**–**h**)).

Because the insulin signaling pathway played an important role in maintaining pregnancy^37^, we hypothesized that YTHDF3 might inhibit the activity of trophoblast through inhibition of the insulin pathway. Taken together with the sequencing results of transcriptome of YTHDF knockdown, iCLIP of YTHDF3 and m^1^A-IP, transcripts of IGF1R gene were among the most enriched YTHDF3-binding m^1^A-modified RNAs in insulin signaling pathway. 

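In the m1A-IP data, the transcript of IGF1R, the receptor tyrosine kinase for IGF1, had 1 m1A peak, and it was listed for normoxia alone. The peak spans nt 861 to 960 of NM_000875, in the 5′-UTR, and the gene lies on chromosome 15 of hg38 from 98648539 to 98964530. Its log2 enrichment in normoxia was 0.94 ± 0.08 (SD, n = 2), which was rank 544 of the 580 normoxia peaks and rank 510 of the 546 outside noncoding RNAs. Among the genes of insulin and IGF signaling, 6 had a normoxia peak, and the IGF1R peak ranked 5 of the 6. CRKL, an adaptor gene, was the highest with 1.34 ± 0.08 (SD, n = 2) at its start codon. It was followed by the PI3K catalytic subunit gene PIK3CB with 1.26 ± 0.26 (SD, n = 2), the kinase gene GSK3B with 1.12 ± 0.13 (SD, n = 2) and PTEN with 1.09 ± 0.16 (SD, n = 2). The kinase gene MKNK1 was below IGF1R with 0.92 ± 0.01 (SD, n = 2). In the hypoxia list, the genes of this group with a peak were PIK3CB, BRAF, PTEN and PHKA1. The hypoxia value was 1.43 ± 0.05 (SD, n = 2) for PIK3CB and 1.28 ± 0.70 (SD, n = 2) for BRAF. The rank of IGF1R by a single replicate was 370 without normoxia replicate 1 and 564 without normoxia replicate 2. The m1A lists hold no measure of YTHDF3 binding or of expression after YTHDF3 knockdown.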

Then, we performed IP of the HTR8/SVneo mRNA with m^1^A antibody, followed by quantitative reverse transcription PCR (RT-qPCR), and found that, in addition to negative control 18S rRNA, IGF1R mRNAs, and SOX18 (positive control)^8^ were enriched in the m^1^A antibody-immunoprecipitated fraction, and found that IGF1R were not enriched in the m^6^A antibody-immunoprecipitated fraction, confirming the presence of m^1^A, but no m^6^A sites on IGF1R transcripts (Fig. 4e and Supplementary Fig. S4g). Meanwhile, unlike glyceraldehyde 3-phosphate dehydrogenase (GAPDH), IGF1R and nuclear factor of activated T cells 3 (NFATC3) (positive control)^17^ were enriched in the YTHDF3 antibody-immunoprecipitated fraction, confirming that YTHDF3 can bind to IGF1R mRNAs (Fig. 4f). IGF1R mRNAs, but not SOX18 or NFATC3, showed decreased enrichment in the m^1^A or YTHDF3 antibody-immunoprecipitated fraction of the hypoxia cells compared to normoxia cells (Fig. 4g, h), thus indicating that m^1^A sites on IGF1R mRNAs disappeared upon hypoxia treatment and YTHDF3 failed to bind IGF1R mRNA. These results revealed that YTHDF3 regulated the activity of trophoblast probably via targeting IGF1R modification of IGF signaling pathway.

### YTHDF3 inhibited IGF1R expression

As IGF1R mRNAs were methylated with m^1^A, we furtherly investigated the effects of IGF1R m^1^A modification after up- or downregulation of m^1^A-associated modification enzyme. We performed IP of the isolated trophoblast RNA with m^1^A antibody, and found that IGF1R mRNAs, especially positive control SOX18^8^, but not 18S rRNA showed increased enrichment in the m^1^A antibody-immunoprecipitated fraction when m^1^A eraser ALKBH3 was knocked down, decreased enrichment when the m^1^A writer TRMT6 was knocked down, but no effects on enrichment when m^6^A eraser ALKBH5 knocked down (Fig. 5a), thus indicating that m^1^A sites on YTHDF3-binding IGF1R mRNAs are the direct substrates subject to ALKBH3-catalyzed demethylation. Furthermore, the enrichment of IGF1R or SOX18 mRNAs to m^1^A antibody decreased in trophoblast after overexpression of ALKBH3 (Fig. 5b). These observations further support the notion that ALKBH3 can erase m^1^A modification of IGF1R mRNAs.

**Fig. 5:**
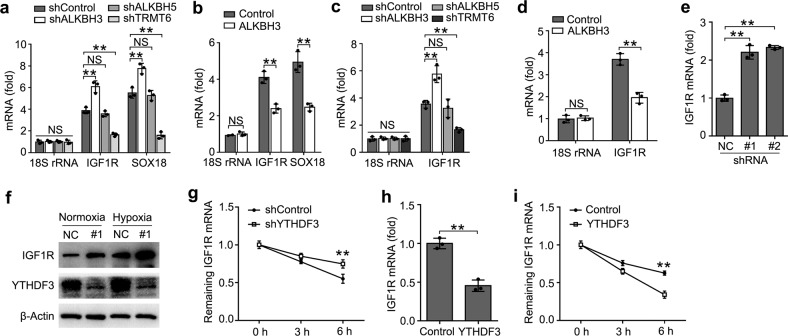
YTHDF3 inhibited IGF1R expression. **a**, **b** Enrichment fold of the indicated RNA transcripts in m^1^A IP vs. RNA input control in HTR8/SVneo after transfected with the indicated shRNA for 72 h (**a**) or plasmids (**b**) for 48 h. Each transcript was quantified by qRT-PCR. **c**, **d** Enrichment fold of the indicated RNA transcripts in YTHDF3 IP vs. RNA input control in HTR8/SVneo after transfected with the indicated shRNA for 72 h (**a**) or plasmids (**b**) for 48 h. **e**, **f** qRT-PCR and immunoblot analysis of the indicated mRNA and protein in HTR8/SVneo transfected with shYTHDF3 for 72 h. **g**, **i** RNA lifetime for IGF1R in HTR8/SVneo cells transfected with the shYTHDF3 (**g**) or YTHDF3 plasmids (**i**) was determined by monitoring transcript abundance after transcription inhibition (TI). **h** qRT-PCR analysis of the IGF1R in HTR8/SVneo transfected with plasmids as indicated for 48 h. NS: not significant; **p < 0.01 (Student’s *t* test); NS, not significant. Data are representative of three independent experiments (mean and s.d. of technical triplicates (**a**–**d**, **e**, **g**–**h**)).

As YTHDF3 is an m^1^A reader of RNA methylation, we intended to investigate whether YTHDF3 directly targeted the m^1^A modification of IGF1R mRNA. We performed IP of the HTR8/SVneo RNA with YTHDF3 antibody, and found that IGF1R showed increased enrichment in the YTHDF3 antibody-immunoprecipitated fraction when ALKBH3 was knocked down, no change when ALKBH5 was knocked down, but decreased enrichment when the m^1^A “writer” TRMT6 was knocked down (Fig. 5c). Moreover, we found that IGF1R showed decreased enrichment in the YTHDF3 antibody-immunoprecipitated fraction after ALKBH3 overexpression (Fig. 5d). All these observations further supported that m^1^A sites on IGF1R mRNAs were the direct substrates of YTHDF3.

We next explored that whether the expression of IGF1R were affected after binding YTHDF3. We found that knockdown of *YTHDF3* increased the mRNA and protein levels of the *IGF1R* transcript (Fig. 5e, f). Accordingly, the IGF1R mRNA showed decreased RNA decay rates upon *YTHDF3* knockdown (Fig. 5g) and increased RNA decay rates upon ALKBH3 knockdown (Supplementary Fig. S5a), but there was no change on the mRNA and protein level of IGF1R upon knockdown of ALKBH5 (Supplementary Fig. S5b, c). Overexpression of YTHDF3 decreased the mRNA levels of the *IGF1R* transcript and the transcript showed increased RNA decay rates upon YTHDF3 overexpression (Fig. 5h, i). These results indicated that YTHDF3 inhibited the expression of m^1^A modified IGF1R via promoting the decay of the transcripts in the cytoplasm.

### YTHDF3 regulated the activity of trophoblast via targeting IGF1R

We then investigated the potential roles of IGF1R in regulating the activity of trophoblast. First, we confirmed that IGF1R were efficiently knocked down by two different small interfering RNAs (siRNAs) (Fig. 6a and Supplementary Fig. S6a). We found that knockdown of IGF1R significantly decreased the production of MMP9 and MMP2 (Fig. 6b and Supplementary Fig. S6b), while overexpression of IGF1R could promote MMP9 and MMP2 expression (Fig. 6c and Supplementary Fig. S6c, d). Knockdown of IGF1R inhibited the invasion and migration of trophoblast (Fig. 6d, e) when compared with negative control, which was a phenocopy of our results obtained from overexpression of YTHDF3. Thus, IGF1R and YTHDF3 might act cooperatively in regulating the activity of trophoblast via IGF signaling pathway.

**Fig. 6:**
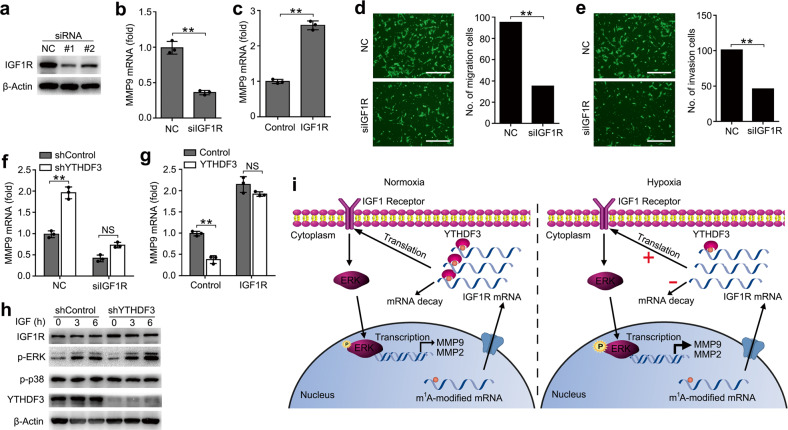
YTHDF3 regulated the activity of trophoblast via targeting IGF1R. **a** Immunoblot analysis of the indicated proteins in HTR8/SVneo transfected with IGF1R siRNA #1 or #2 as indicated for 48 h. **b**, **c** qRT-PCR analysis of MMP9 mRNA in HTR8/SVneo transfected with the indicated siRNA (**b**) or plasmid (**c**). **d**, **e** Left: Migration (**d**) and invasion (**e**) analysis of HTR8/SVneo cells transfected with NC vs. siIGF1R by Transwell assay. Representative images are shown. Right: The number of migration and invasion cells was counted by the ImageJ software. **f** qRT-PCR analysis of MMP9 mRNA in stably expressing shYTHDF3 HTR8/SVneo transfected with siIGF1R. **g** qRT-PCR analysis of MMP9 mRNA in stably expressing YTHDF3 HTR8/SVneo transfected with IGF1R overexpression plasmid. **h** Immunoblot analysis of the indicated proteins in HTR8/SVneo transfected with shYTHDF3, and stimulated with IGF cytokine for the indicated time. **i** Working model for the mechanism of YTHDF3 inhibiting trophoblast invasion by decreasing IGF1R expression via promoting m^1^A-carrying IGF1R decay. P: Phosphorylation. Scale bars, 100 μm; **p < 0.01 (Student’s *t* test); NS, not significant. Data are representative of three independent experiments (mean and s.d. of technical triplicates (**b**, **c**, **f**, **g**)).

We next asked whether YTHDF3 regulated the activity of trophoblast mainly through IGF1R signaling. We found that YTHDF3 knockdown-mediated promotion of MMP9 production was rescued by IGF1R knockdown (Fig. 6f), suggesting that IGF1R knockdown counteracted the effect of YTHDF3 knockdown. Accordingly, overexpression of IGF1R reversed the YTHDF3 overexpression-mediated inhibition of MMP9 production (Fig. 6g), thus determining that the role of YTHDF3 in inhibiting trophoblast MMP9 production was dependent on IGF1R. We also found that the phosphorylation of extracellular signal-regulated kinase (p-ERK) increased in YTHDF3-knockdown cells and the total IGF1R protein expression also increased, in comparison with the control cells (Fig. 6h). Taken together, we found that YTHDF3 regulated the activity of trophoblast mainly via targeting IGF1R and affected downstream ERK-MMP9/2 signaling pathway.

On the basis of our findings, we propose the following working model to explain how m^1^A reader YTHDF3 inhibits the activity of trophoblast (Fig. 6i). Hypoxia treatment downregulates the m^1^A reader YTHDF3 expression and demethylates m^1^A modification of IGF1R, which both decrease the binding between YTHDF3 protein and IGF1R mRNA, and promote IGF1R expression in the cytoplasm, leading to the stronger activation of IGF1R signaling pathway, consequently enhancing MMP9 or MMP2 expression and promoting the invasion and migration of trophoblast cells.

## Discussion

We find that YTHDF3 can selectively bind to m^1^A-carrying RNAs, and hypoxia treatment can downregulate its expression in trophoblast HTR8/SVneo cells. Downregulation of YTHDF3 can enhance trophoblast migration and invasion in vitro. Mechanically, YTHDF3 inhibits the expression of IGF1R via binding m^1^A modification to enhance the decay of IGF1R mRNA, consequently inhibiting the expression of MMP9, and finally decreasing the invasion of trophoblast. Together, our results indicate that the m^1^A reader YTHDF3 may be a potential target to control pregnancy-associated diseases induced by hypoxia.

It is well known that YTH domain-containing proteins play as m^6^A readers and can regulate mRNA metabolism^15,38,39^, but whether they can act as readers of other RNA modifications is unknown. We use the m^1^A probes derived from the native present m^1^A modification site of human 28S rRNA with stem and loop structure^40^, because they can be more easily and specifically recognized by intracellular reader protein. We found that nine proteins, including mitochondrial ATP synthase subunit alpha (ATP5A1), 78 kDa glucose-regulated protein (HSPA5), transcriptional activator protein Pur-alpha (PURA), heterogeneous nuclear ribonucleoprotein M (HNRNPM), ADP/ATP translocase 2 (SLC25A5), RNA-binding protein 28 (RBM28), poly(rC)-binding protein 1 (PCBP1), YTH domain-containing family protein 3 (YTHDF3), and ruvB-like 2 (RUVBL2), can interact with m^1^A-carrying RNA. Inconsistent with the report that YTH domain-containing proteins (YTHDF1, YTHDF2, and YTHDF3) all probably play as m^1^A readers^24^, our data discriminate the differential binding affinities to m^1^A-carrying RNAs among them, suggesting different specificities probably endowed by unique protein structure of each one^41^. The functions of other eight “reader” proteins in regulating m^1^A-carrying mRNAs are completely unknown and warrant further investigation; nevertheless, our results provide a foundation for further understanding of the biological functions of m^1^A modification.

It is known that YTHDF3 can bind to a series of eukaryotic 40S and 60S subunits of RNAs and proteins, and then promote translation of m^6^A-carrying mRNAs^16,17^; we also found that most of the noncoding RNAs bound by YTHDF3 are ribosomal RNAs, including different 40S and 60S subunit RNAs, and speculate that YTHDF3 may also recruit 40S and 60S translation machineries to enhance the translation of m^1^A-carrying RNAs. We found that YTHDF3 peaks are mainly enriched in intergenic (~65%), introns (~23%), and noncoding RNAs (~10%), but merely (~2%) in CDS, 5′-UTR, and 3′-UTR regions, and our iCLIP results in trophoblast do not agree well with previous PAR-CLIP results in human HeLa or HEK293T cells^17,42^, probably due to our distinct cell line and different CLIP strategies.

Our m^1^A-seq results from normoxia and hypoxia along with our mechanistic studies in HTR8/SVneo cells reveal regulation of IGF1R expression as an important mediator of trophoblast invasion mediated by YTHDF3. Increased IGF1R expression is probably one of the main mediators of increased invasion in trophoblast with YTHDF3 downregulation, as overexpression of IGF1R is sufficient to rescue the inhibition of MMP9 expression mediated by YTHDF3 overexpression. These findings may be applicable beyond trophoblast invasion to other complicated pregnancy diseases or cancers driven by YTHDF3 overexpression. However, we cannot rule out the involvement of other signaling pathways that could be regulated directly or indirectly by YTHDF3.

We observed a global relative decrease in m^1^A mRNA methylation upon hypoxia, which could have effects on cellular physiology, especially if the methylation modifications of key transcripts are affected^43^. We found that many transcripts regarding insulin-like signaling pathway and extracellular matrix are demethylated upon hypoxia compared to normoxia, indicating that the reduced m^1^A methylation observed in trophoblast cells might affect functions associated with trophoblast invasion. 

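The insulin and IGF signaling genes with a peak in normoxia alone were CRKL, GSK3B, IGF1R and MKNK1, those in hypoxia alone BRAF and PHKA1, and PIK3CB and PTEN had separate peaks in each condition. At the 6 normoxia peaks of this group the median log2 difference between hypoxia and normoxia was -0.34, and at its 4 hypoxia peaks it was 0.75. At 3 of the normoxia peaks, in GSK3B, MKNK1 and PIK3CB, both hypoxia values were below both normoxia values, and at 2, in IGF1R and PTEN, hypoxia replicate 2 was above both normoxia values. In hypoxia, the MKNK1 peak had a log2 enrichment of 0.22 ± 0.22 (SD, n = 2), the GSK3B peak 0.73 ± 0.35 (SD, n = 2), the CRKL peak 1.05 ± 0.45 (SD, n = 2) and the normoxia-listed PTEN peak 1.00 ± 0.72 (SD, n = 2). Of the genes of the extracellular matrix and its turnover, 4 had a peak, each in normoxia alone. The 3′-UTR peak of TIMP3, an inhibitor of metalloproteinases, on chromosome 22 of hg38 from 32801705 to 32863041, had 1.07 ± 0.05 (SD, n = 2) in normoxia and 0.61 ± 0.22 (SD, n = 2) in hypoxia. The CDS peak of the collagen gene COL12A1 had 0.92 ± 0.01 (SD, n = 2) and 0.48 ± 0.17 (SD, n = 2). At these 2 peaks both hypoxia values were below both normoxia values. At the CDS peaks of LOX, a lysyl oxidase that crosslinks collagen, and of the protease gene ADAMTS1 they were not. LOX had 1.04 ± 0.04 (SD, n = 2) in normoxia and 0.82 ± 0.33 (SD, n = 2) in hypoxia, and ADAMTS1 had 1.05 ± 0.12 (SD, n = 2) and 0.79 ± 0.49 (SD, n = 2). For insulin and IGF signaling, with 4 genes in normoxia alone and 2 in hypoxia alone, Fisher's exact test, two-sided, gave p = 0.631. For the extracellular matrix, with 4 genes and 0, Fisher's exact test, two-sided, gave p = 0.577. That is the most extreme split towards normoxia for these genes, so the matrix list could not pass in that direction. With so few genes, these tests do not decide whether either group was more frequent in normoxia alone. No normoxia peak of either group was lower in hypoxia by limma, over all peaks or adjusted over the list alone (smallest adjusted p = 0.124 and 0.147 over the list alone).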

We find that the key transcript IGF1R in IGF signaling pathway is demethylated upon hypoxia. 

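At the IGF1R peak, the log2 enrichment was 0.88 and 0.99 in the normoxia replicates and 0.18 and 1.23 in the hypoxia replicates. Hypoxia replicate 1 was thus below both normoxia values and hypoxia replicate 2 above both. The hypoxia mean was 0.70 ± 0.74 (SD, n = 2), and the difference from normoxia was -0.24 (standard error 0.40, adjusted p = 0.648 from limma), smaller than the spread between the hypoxia replicates. Without hypoxia replicate 1 the difference was 0.29, and without hypoxia replicate 2 it was -0.76, each with 1 hypoxia library left. NFATC3, a transcription factor gene that the paper uses as a control for YTHDF3 binding, lies on chromosome 16 of hg38 from 68085370 to 68229259 and had 2 peaks, both listed for normoxia alone. At its start codon peak, nt 230 to 450, the values were 1.26 ± 0.35 (SD, n = 2) in normoxia and 0.79 ± 0.27 (SD, n = 2) in hypoxia. At its stop codon peak, nt 3370 to 3530, they were 1.15 ± 0.27 (SD, n = 2) in normoxia and 0.21 ± 0.25 (SD, n = 2) in hypoxia, a difference of -0.94 (standard error 0.24, adjusted p = 0.0628 from limma). With the rRNA peaks left out, a setting chosen after the values were seen, the adjusted p was 0.0461 for this peak and 0.606 for the IGF1R peak. From the lower enrichment of IGF1R in the m1A IP of hypoxia cells by RT-qPCR (Fig. 4g), the paper reasons that the m1A sites of this mRNA were lost in hypoxia, and it states here that the transcript is demethylated.

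**Figure D3:**
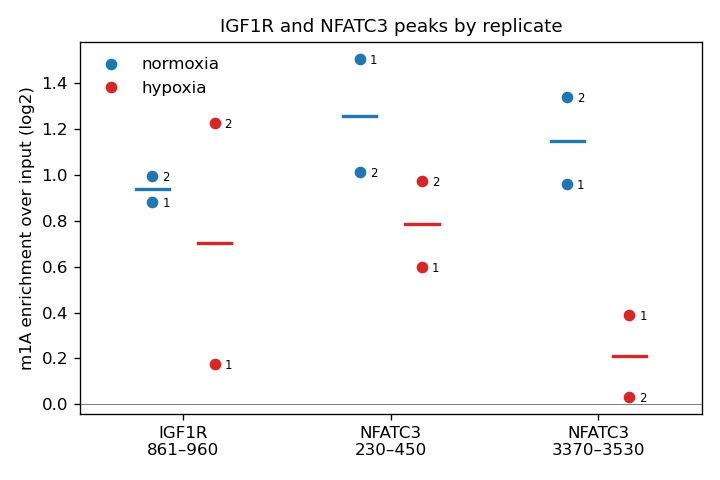
Log2 enrichment of m1A IP over input (vertical axis) at the IGF1R peak and at both NFATC3 peaks (horizontal axis, position in nt of the transcript) in normoxia (blue) and hypoxia (red), 1 point per replicate with its number and a line at the mean. At IGF1R the hypoxia replicates lie at 0.18 and 1.23, on either side of the normoxia replicates.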

A previous report indicated that m^1^A modification could enhance the translation of m^1^A-bearing mRNA, and YTHDF2, but not YTHDF1 or YTHDF3, could promote m^1^A-carrying mRNA decay and inhibit mRNA translation^23,24^. However, we found that YTHDF3 can promote m^1^A-bearing IGF1R decay and significantly inhibit IGF1R expression, and this effect is irrelevant to YTHDF3 functioning as an m^6^A reader. We speculate whether YTHDF3 targets on unique mRNA depends on its conserved binding motif and its m^1^A modification status. It was previously reported that YTHDF3 acted as an m^6^A reader^16^ and m^6^A modification plays an important role on physiological changes of trophoblast, and thus we think that YTHDF3 may also regulate the function of trophoblast via m^6^A modification, but its specific substrate RNA need to be further investigated. Furthermore, we found that m^1^A site on SOX18 is not affected in hypoxia condition or ALKBH5 overexpression. There might be other specific reader proteins for SOX18, which needs to be further investigated in the future.

Hypoxia has a critical role in the early embryo development and promotes the activity of trophoblast^44,45^. Abnormal oxygen condition can lead to injury or abortion of fetus (recurrent spontaneous abortion, IUGR)^46^. Expressions of various genes, especially ones involved in epigenetic modifications, are significantly regulated in hypoxia condition^47,48^. The hypoxia-inducible molecules have been proposed to be important regulators of first trimester trophoblast behavior^49^, and we found that YTHDF3 expression is downregulated in trophoblast upon hypoxia condition. These results are consistent with our data that downregulation of YTHDF3 promotes the invasion of trophoblast via upregulation of IGF1R expression, which finally increases MMP9 and MMP2 expression. Our results suggest that regulation of YTHDF3 expression could be a general control mechanism that affects a range of other biological processes, which will be a new direction to be explored in the future.

## Materials and methods

### Reagents

IGF1 (AFL291) was obtained from R&D System Company (Minneapolis, USA). Antibodies used for IP, immunoblot (IB) analysis and immunofluorescence (IF) were as follows: m^1^A antibody (D345-3, 1:100 for IP) was from MBL Life Science (Japan). Horse radish peroxidase-coupled secondary antibodies (ab6721, 1:1000 for IB), IGF1R (ab182048, 1:1000 for IB), ALKBH5 (ab69325, 1:1000 for IB), and YTHDF3 (ab83716, 1:1000 for IB) were from Abcam (Cambridge, UK). β-Actin (4970, 1:1000 for IB), p-ERK (4370, 1:1000), and p-p38 (4511, 1:1000) were from Cell Signaling Technology (Danvers, MA, USA). The Flag tags (F7425, 1:1000 for IB) as well as the agarose were used for IP; LPS (L2630) was from Sigma-Aldrich (St. Louis, MO, USA). DAPI (4′,6-diamidino-2-phenylindole) (62247, 1:1000 for IF) Alexa Fluor^®^ 546 (A-11071, 1:500 for IF) and Protein A/G Magnetic Beads (88802) were from Thermo Fisher Scientific.

### Cell culture and transfection

HTR8/SVneo cell lines were obtained from American Type Culture Collection (Manassas, VA, USA) and cultured as in RPMI-1640 supplemented with 10% fetal bovine serum (FBS) in normoxia (20% O_2_) or hypoxia (2% O_2_). HTR8/SVneo were transfected with siRNAs (final concentration: 20 nM) using INTERFERin (Polyplus-transfection) and plasmids with Lipofectamine™ 2000 (Thermo Fisher, American) according to the manufacturer’s instructions. All siRNAs were obtained from GenePharma (Supplementary Table S4).

To establish stably transfected HTR8/SVneo cells, G418 was added (1000 μg/mL) 48 h after transfection and maintained at 800 μg/mL for 3 weeks for positive selection. For stably transfected cells, YTHDF3 expressions were confirmed by Western blot. Lentiviruses harboring YTHDF3 shRNA or non-targeting control sequences were purchased from OBIO Technology (Shanghai, China). HTR8/SVneo cells were infected with the lentivirus at a virus titer of 10:1 to the cell numbers, and with 5 μg/mL polybrene (Sigma-Aldrich, USA) to enhance infection efficiency. After HTR8/SVneo cells were transfected for 72 h, puromycin was added (5 μg/mL) for 72 h and maintained at 2 μg/mL for 3 weeks for positive selection of stably knocked down YTHDF3. All cells were verified to be negative for mycoplasma contamination. The sequences encoding the shRNA are shown in Supplementary Table S5.

### RNA extraction and RT-qPCR

HTR8/SVneo cells were transfected with indicated shRNA, siRNAs, or plasmids. Total RNA was extracted by TRIZOL reagent (Invitrogen) 48 h post transfection. RNA was reversed transcribed using the Reverse Transcription System from TOYOBO (Osaka, Japan). The reverse transcription products from different samples were amplified by real-time PCR and analyzed as described previously^50^. The primer sequences for qPCR analysis are listed in Supplementary Table S6.

### RNA-seq and data analysis

The procedure was adapted from the previous report^51^. Total RNA was isolated using TRIZOL reagent (Invitrogen). cDNA library was constructed using TruSeq RNA Sample Prep Kit and then sequenced with HiSeq 2000 System (Illumina Inc.). The expression of transcripts was quantified as Reads Per Kilobase of exon model per Million mapped reads.

### Affinity purification of m^1^A-binding proteins and LC-MS/MS

Biotin-labeled oligo ribonucleotides with the sequence of 5′-biotin-ACCCGUCUUGXAACACGGCCGUUGXUCACGUC-3′ (X = m^1^A or A) from human 28S rRNA gene and 5′-biotin-CCGUUCCGCCCXGGCCGCGCCCAGCUGGAAUGCA-3′ (X = m^1^A or A) from SOX18 mRNA were obtained from Integrated DNA Technologies (IDT). HEK293T or Raw264.7 cells were lysed in cell lysis and binding buffer (containing 10 mM Tris-HCl (pH 7.5), 150 mM KCl, 1.5 mM MgCl_2_, 0.05% (v/v) NP-40, 10 mM NaCl, 0.5 mM DTT, 0.5% (v/v) Triton X-100, 2 mM EDTA, and 0.5 units RNase inhibitor) and centrifuged at 13,000 r.p.m. at 4 °C for 15 min. The supernatant was pre-cleared at 4 °C for 1 h by incubation with streptavidin-conjugated agarose beads (Thermo Scientific). The biotinylated m^1^A and control baits were incubated at 4 °C with pre-cleared cell lysates for 2 h. Streptavidin-conjugated agarose beads were then added to the mixture and incubated in a shaker at 4 °C for 2 h. The IP samples were separated on sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) gels and stained with silver, different bands with intensive signal in m^1^A probes compared with control probes were cut and digested, and then analyzed by mass spectrometry LC-MS/MS experiments performed as previously described^50^.

### Transwell migration and invasion assay

For invasion assays, cell-culture inserts (0.8 μm, Falcon no. 353097) were pre-coated with Matrigel (40 μg/insert, Corning) in serum-free medium for 30 min at 37 °C. For migration assays, inserts were not pre-coated. Forty thousand cells per insert were seeded in the upper chamber of the insert and cultured in 300 μL RPMI-1640 medium supplemented with 2% FBS. Complete RPMI-1640 medium supplemented with 10% FBS was used in the lower chamber. Following 16–24 h of migration or invasion, fluorescent stain using calcein-AM was added to each lower chamber and incubated for 30 min. Images were collected with a Nikon Eclipse Ti2 with NIS Elements imaging software (version 5.02) and images were analyzed with ImageJ (version 1.51i).

### Cell proliferation assay

Five thousand cells were seeded per well in a 96-well plate. The cell proliferation was assessed by assaying the cells at various time points using the Cell Counting Kit-8 (Sigma-Aldrich, 96992) following the manufacturer’s protocols. For each cell line tested, the signal was normalized to the value observed about 24 h after seeding.

### m^1^A-seq and data analyses

Total RNA was isolated from normoxia or hypoxia HTR8/SVneo cell lines. Polyadenylated RNA was further enriched from total RNA using a Dynabeads mRNA Purification Kit (Invitrogen). RNA fragmentation, m^1^A-IP, and library preparation were carried out according to previously published protocols^9^. Sequencing was carried out on an Illumina HiSeq2500 machine in single-read mode with 50 base pairs per read. Significant peaks with false discovery rate <0.05 were annotated to the RefSeq database (hg38). Sequence motifs were identified using Homer. m^1^A-seq data were analyzed according to the protocol described previously^9^.

### m^1^A-qRT-PCR

The procedure was adapted from the previous report^8^. For m^1^A-qRT-PCR, total RNAs were firstly fragmented to 150 nucleotide using RNA fragmentation buffer (Ambion, AM8740), and then fragmented RNA (as input) was denatured and incubated with m^1^A antibody for 2 h, and protein A/G magnetic beads were added to the mixture and incubated for additional 2 h. Beads were washed with buffer and purified, input and immunoprecipitated RNAs were reversed transcribed into cDNA using RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific), and then quantified by qPCR using SYBR GREEN mix (TOYOBO). For comparing m^1^A abundance changes, relative enrichment was first normalized with inputs, and then analyzed by comparing the data from m^1^A-immunoprecipitated sample. All samples were analyzed in triplicate qPCR.

### Measurement of RNA lifetime

HTR8/SVneo cells were seeded in 6-well plates at 50% confluency. After the cells were cultured for 24 h, actinomycin D (5 mg/mL, A4262, Sigma) was added for 6, 4, 2, and 0 h before collection. The total RNA was purified using Trizol method and RNA quantities were determined by qRT-PCR. The *GAPDH* gene was used as a reference gene when carrying out qPCR.

### Molecular cloning of related genes

Related genes were amplified from human trophoblast by RT-PCR and subsequently cloned into pcDNA vectors. Each construct was confirmed by sequencing. The corresponding primers used in this study are listed in Supplementary Table S7.

### Confocal microscopy

HTR8/SVneo cells plated on glass coverslips in six-well plates were treated in hypoxia condition for 12 h or stimulated with LPS for 6 h as indicated and fixed in 4% paraformaldehyde. Cells were then stained with YTHDF3 antibody and viewed using a Leica TCS SP2 confocal laser microscope.

### Immunoblot

Cells were lysed using Cell Lysis Buffer (Cell Signaling Technology) supplemented with cocktail protease inhibitor (Calbiochem). Protein concentrations of the extracts were measured using a BCA assay (Pierce, USA) and equalized with the extraction reagent. Equivalent amounts of extract were loaded to SDS-PAGE, transferred onto PVDF membranes, and then blotted as described previously^52^.

### Statistical analysis

All experiments were independently repeated at least three times. Comparisons between two groups were performed using Student’s *t* test. Data were analyzed with the GraphPad Prism 7 Software. Statistical values achieving *p* < 0.05 were considered to be statistically significant. There was no exclusion of data points. No randomization was used.

## Supplementary information

Supplementary information

## Data Availability

The source data that support the findings of this study are available from the corresponding author upon request.

## Supplementary information

**Supplementary Information** accompanies the paper at (10.1038/s41421-020-0144-4).

How the deposited data were processed for this re-analysis (not part of the article)

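The experiment compared HTR8/SVneo cells in normoxia (20% oxygen) and hypoxia (2% oxygen for 12 h) by m1A-seq of polyadenylated RNA, with 2 m1A-IP and 2 input libraries per condition. The authors aligned single 50-bp reads with Bowtie to hg38 and called peaks at a false discovery rate under 0.05. The deposited lists hold log2 enrichments of m1A IP over input, 1 value per replicate of both conditions, for 580 normoxia and 190 hypoxia peaks in nucleotides of RefSeq transcripts. The region classes and the marks as common or unique are also the authors'. The lists contain no counts and no p-values, so the depth per library and the precision it gives cannot be read from them. Enrichment was not recomputed from reads. The log base was checked by counting values that equal the logarithm of a ratio of whole numbers (denominators up to 1000, tolerance 1e-10): 292 to 344 of 580 values per library in the normoxia list and 158 to 166 of 190 in the hypoxia list did so in base 2, against 0 to 14 in the natural or decimal base.

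Peaks and transcripts were counted per list, and overlaps of at least 1 nt on the same transcript gave exactly the marks as common. Region classes were compared between the lists by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 6 classes, and shares were given exact Clopper-Pearson 95% intervals, which cover counting error only. The position of peak centres was compared by a two-sided permutation test of the difference in means with 100000 resamples, with peaks as the units. The 15 gene lists, fixed before the data were examined, were compared between genes with a peak in 1 condition alone by the same exact test, adjusted over the lists. The pathway and marker lists were written from general knowledge and are not the paper's GO or KEGG terms. Ribosomal proteins, mitochondrial genes, histones and zinc finger genes were taken by gene name. The lists were insulin and IGF signaling, VEGF signaling, focal adhesion, extracellular matrix, RNA transport, cell migration, hypoxia-inducible genes, m1A and YTH proteins, the paper's probe-binding proteins, trophoblast markers, mesenchymal markers, ribosomal proteins, mitochondrial genes, histones and zinc finger genes. Each peak was also compared between conditions with limma 3.58.1 (R 4.3.3; moderated test on 4 log2 values, Benjamini-Hochberg over the peaks of a list), with n = 2 per condition. This test, the position test and the counts of peaks whose values separate the conditions were added when the lists proved to hold a value per replicate. Limma was also run on simulated data of the size of each list, in which every peak had the same spread, that of the peaks outside rRNA. It recovered 83.3% of log2 changes of 1 in the normoxia list and 25% in the hypoxia list, and 100% of changes of 2 in both. It also called 3 of 435 unchanged peaks in the normoxia list and 2 of 142 in the hypoxia list. The real normoxia list includes the rRNA peaks, and there a difference of -1.89 in ZNF329 was not called (adjusted p = 0.0605 from limma). The recovery rates therefore do not carry over to the main test of that list. Unlike the listed peaks, the simulated peaks were not selected by condition, so the rates of false calls do not carry over either. Fisher's test called a shift of 20 points in the 5′-UTR share in 100% of simulations and none in 0.9%. The other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

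The genes named in the text were chosen by a rule set in advance: the genes the paper names, the 10 highest peaks of each list, the genes with 3 peaks or more, the genes of the lists and the 10 best ranked genes with a peak in both conditions. rRNA peaks, the highest mRNA peaks and the peaks called by limma were added afterwards. Of 24 genes the paper names, 2 had a peak, IGF1R and NFATC3. The alternatives tried included merging overlapping peaks, chromosomes 1 to 22 and X alone, gene symbols from the reference, the genes of each list in full, transcripts with unique and with common peaks added, a stricter threshold (a mean log2 enrichment of at least 1.12 in the peak's own condition), other definitions of overlap, 1 peak per gene, mRNA peaks only, unique peaks only, the rRNA peaks left out, each replicate left out, the replicate number as a block and a robust variance prior. A region annotation made anew, the distance to the start codon, GC content and motif counts in mRNA peaks were left out because the reference holds no RefSeq transcript sequences. The qPCR, iCLIP and YTHDF3 knockdown experiments have no data among the deposited m1A lists and were not analysed.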

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

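All tests of the patterns in this part were chosen after the values were seen. The normoxia list holds 16 rRNA peaks, which the paper does not discuss and which the hypoxia list lacks. Their signal was nevertheless highest in hypoxia replicate 2, at 16 of 16 peaks. These are not 16 separate places, since they lie in copies of the rRNA genes and in precursors that contain them. Nt 844 to 1066 of RNA28SN1, for example, is the stretch at nt 8768 to 8990 of the precursor RNA45SN1, in which 28S rRNA is offset by 7924 nt. The peak over the m1A site of 28S rRNA that the paper's probe was taken from, nt 9092 to 9240 of RNA45SN3, had a log2 enrichment of 7.60 in hypoxia replicate 2. At this peak the value was 1.88 in hypoxia replicate 1, and 4.38 and 2.12 in the normoxia replicates. The first listed peak of RNA28SN1 had 7.36 and the last 5.69 in hypoxia replicate 2, and the 18S rRNA peak had 1.79. Over the 16 peaks the values ran from 0.95 to 4.38 in normoxia replicate 1, from 1.02 to 3.12 in normoxia replicate 2, from -0.15 to 1.88 in hypoxia replicate 1 and from 1.79 to 7.60 in hypoxia replicate 2.

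The rRNA peaks are therefore listed for normoxia alone although 1 hypoxia library enriched them most. At 11 of the 16, hypoxia replicate 1 was below every value of the peaks listed for hypoxia, so a call that needed both hypoxia replicates may account for these. At the other 5, both hypoxia values were at or above the lowest value of a listed hypoxia peak, which argues against that reading there. The 5 include the 18S peaks of RNA18SN1, RNA18SN2 and RNA18SN3, which hold the same values. Both counts are thus of listed copies and not of separate places. Reads shared between near-identical rRNA copies may account for part of the number of peaks, since 9 of the 16 have the same 4 values as another rRNA peak. By limma 0 of the 16 differed between the conditions (adjusted p = 0.977, standard error 2.52, at nt 844 to 1066 of RNA28SN1 and 0.336, standard error 0.31, at the 18S rRNA peak), so a change of the rRNA signal with hypoxia was not detected, and with errors of this size at the 28S peaks it is not excluded.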

How the results depend on the processing

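Leaving out each replicate and the replicate block were planned, and the IGF1R peak was a planned result without a test. The limma test, applied to it and to all peaks, the position test, the counts of separated peaks and the alternatives with the rRNA peaks left out, unique peaks alone, the crossed block, the robust prior and added transcripts were chosen after the data were seen. Of the results under all alternatives, 105 were labelled unchanged, 9 counts moved by more than 1.5 times, 2 passed a threshold they had missed and 2 reversed. Unchanged means that a test kept its direction and side of the threshold, or that a count or rank stayed within 1.5 times. The 105 include settings of the gene lists, most of which held too few genes to change side. The 5′-UTR difference (23.5 to 32.4 points, largest adjusted p 9.6e-10), the CDS difference (-26.8 to -23.1 points, largest adjusted p 1.8e-06), the 3′-UTR difference (-11.0 to -7.43 points, largest adjusted p 0.0331) and the difference in position (-950 to -696 nt, largest p 6.0e-05) held under every alternative run for them. With the stricter threshold, which by its construction keeps fewer peaks, there were 271 normoxia peaks on 241 transcripts, 114 hypoxia peaks on 111 transcripts and 14 common peaks, and a reciprocal overlap of 50% left 16. The start codon difference was 7.81 points and past the threshold among mRNA peaks only (adjusted p 0.0221; 0.0221 to 0.518 over the alternatives), and the noncoding difference 6.28 points with the rRNA peaks left out (adjusted p 0.00238; 0.00238 to 0.518), which removes noncoding peaks from the normoxia list alone. The VEGF list changed sign to -0.49 points when genes with a peak in both conditions were counted in both, with an adjusted p of 1, since PIK3CB and PPP3CA then count in each list (3 of 489 normoxia and 2 of 181 hypoxia genes). With the rRNA peaks left out, limma called 175 normoxia peaks lower in hypoxia instead of 0, and 312 instead of 297 at an unadjusted p. Without each replicate in turn it called 0 in the normoxia list (68 to 357 at an unadjusted p) and 2 to 44 peaks higher in the hypoxia list, the 44 without normoxia replicate 1. The cause was not tested. The IGF1R difference ran from -0.76 without hypoxia replicate 2 to 0.29 without hypoxia replicate 1, where a lone sample is assumed to vary like the other condition, and its sign thus rests on hypoxia replicate 1. The replicate numbers are not stated to pair samples. With the replicate number as a block, limma called 0 normoxia and 3 hypoxia peaks (223 and 24 unadjusted), and with the numbers crossed 0 and 0 (unadjusted 264 and 68); deviations of same-numbered samples had a correlation of -0.20 in the hypoxia list, -0.54 in the normoxia list and -0.085 in the normoxia list without rRNA. Ignoring strand changes nothing by construction in transcript coordinates. Not run for lack of RefSeq transcript sequences were the own region annotation, the central 100 bp of peaks and all motif alternatives for mRNA peaks. The IGF1R peak is not among the peaks of the stricter threshold, so that alternative gives no value for it. The lists give no depth, and the paper's Supplementary Table S3 was not available here. It therefore cannot be said which peaks fell below detection in 1 condition.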

Differences from the paper's values

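No value the paper states for the m1A lists differed by more than 1.5 times from the value computed here. The numbers of total, unique and common peaks were equal to the paper's, and the percentages of the region classes lie within 1 point of those printed in Fig. 4d. The numbers of transcripts were 489 and 181, against the paper's 494 and 183. Adding the transcripts with unique peaks and those with common peaks gives 494 and 183, a sum chosen after seeing the values, in which the transcripts with both kinds of peak, 5 in normoxia and 2 in hypoxia, count more than once.

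The paper places IGF1R among the most enriched transcripts of the insulin pathway, from 3 kinds of data taken together. In the m1A list alone, its peak ranked 5 of the 6 normoxia peaks of insulin and IGF signaling genes and 544 of all 580. The paper finds by RT-qPCR that SOX18 is enriched in the m1A IP. Neither list holds a SOX18 peak. The paper's text names NFATC3 beside SOX18 as not decreased in hypoxia, and its figure shows NFATC3 in the YTHDF3 IP (Fig. 4h) and not in the m1A IP (Fig. 4g). In the m1A lists, the difference was -0.47 at the start codon peak of NFATC3 (adjusted p = 0.214 from limma) and -0.94 at its stop codon peak (adjusted p = 0.0628, and 0.0461 with the rRNA peaks left out, a setting chosen after seeing the values). The paper finds IGF1R lower in the m1A IP of hypoxia cells. The mean at the IGF1R peak was lower in hypoxia as well (-0.24), with hypoxia replicate 2 above both normoxia values.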

Other observations

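The rRNA values and the tests in the last 2 paragraphs were chosen after the results were seen, and the gene lists were not. The zinc finger group was taken by gene name and the pathway groups were fixed lists, so the number of genes with a peak depends on group size. Zinc finger genes were by this number the largest of the groups with an m1A peak, with 15 genes in normoxia alone, 7 in hypoxia alone and ZNF264 in both (Fisher's exact test, two-sided, p = 0.442). At 18 of their 21 normoxia peaks both hypoxia values were below both normoxia values, with a median log2 difference of -0.67. Their 9 hypoxia peaks went the other way, with a median of 0.86 and both normoxia values below both hypoxia values at 7, and each list was selected by the values of its own condition. ZNF329 had a peak with 1.54 ± 0.40 (SD, n = 2) in normoxia and -0.35 ± 0.64 (SD, n = 2) in hypoxia, and ZNF445 had 3 peaks. None of the 21 was called by limma over all peaks or adjusted over the list alone, and 6 were called with the rRNA peaks left out. Of the hypoxia-inducible genes, LOX and MXI1 had a peak, both in normoxia alone, and MXI1 was called when adjusted over the list alone. Of the 16 genes listed as m1A writers and erasers, m6A enzymes and YTH readers, METTL3 alone had a peak, in normoxia, with a difference of -0.92 (standard error 0.31, adjusted p = 0.0823 from limma, and 0.0376 adjusted over the list alone, where it is the only peak). ITGA6 was the only trophoblast marker, and RPL28 and RPL7L1 were the only ribosomal protein genes. The lists of probe-binding proteins, mesenchymal markers, mitochondrial genes and histones had no gene with a peak.

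The probe with which the paper searched for m1A-binding proteins comes from 28S rRNA. Its m1A site is position 1322 of RNA28SN1 and position 9204 of RNA45SN3, on chromosome 21 of hg38 at 8398238 for the latter copy, within the sequence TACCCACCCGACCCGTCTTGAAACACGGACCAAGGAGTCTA. The motif GACCCGU lies just upstream of the methylated A in this sequence, and 1 listed peak, nt 9092 to 9240 of RNA45SN3, covers the site. Elsewhere in the rRNA the motif occurs as well: of the 13 rRNA peaks listed on chromosome 21, 7 held GACCCGU, of which this 1 covers the site, and 0 held UGAGGXG. The others with GACCCGU overlap in 1 stretch of 28S rRNA, listed for different copies and precursors, such as nt 844 to 1066 of RNA28SN1 and nt 8768 to 8990 of RNA45SN1. They are thus 1 further place counted more than once. No background rate was computed for these GC-rich regions. The paper took its motifs from the peaks of each condition, and only the normoxia list holds rRNA peaks. The motif counts in rRNA peaks may therefore not be independent of how the motifs were found. The 18S rRNA, the paper's negative control in RT-qPCR, had a peak in the normoxia list at nt 1741 to 1860, with 0.95 and 1.10 in the normoxia and 1.05 and 1.79 in the hypoxia replicates.

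Hypoxia peaks lie nearer the 5′ end. Of the 190 strongest normoxia peaks outside rRNA, 32.1% were in the 5′-UTR or start codon classes, against 57.4% of the hypoxia peaks (Fisher's exact test, two-sided, p = 1.1e-06). Keeping the normoxia peaks of highest enrichment thus did not give the hypoxia share. The hypoxia list is in any case not a part of the normoxia list, since 161 of its 190 peaks overlap no normoxia peak. Ranking by enrichment does not stand in for peaks lost through low depth, so the comparison cannot decide on that. Whether hypoxia replicate 2 alone carries the pattern cannot be told apart from a shift in both hypoxia libraries, since each list was selected by the values of its own condition. At the normoxia peaks, enrichment in these classes exceeded that in the CDS by 0.36 in hypoxia replicate 2, 0.14 in hypoxia replicate 1, 0.08 in normoxia replicate 1 and 0.00 in normoxia replicate 2, and at the hypoxia peaks by 0.15, 0.01, 0.21 and 0.05 in the same order. At the normoxia peaks, the excess of hypoxia replicate 1 was larger than that of normoxia replicate 1 by 0.066 (permutation test, p = 0.0646). It was larger than that of normoxia replicate 2 by 0.14 (permutation test, p = 5.0e-05). At the hypoxia peaks these differences were -0.19 (permutation test, p = 0.0539) and -0.04 (permutation test, p = 0.66). Peaks were the units of these tests, so the p-values do not measure the spread between cultures. A different depth, or a different fragment size, in the hypoxia libraries stays open, as does a change of m1A with hypoxia.

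At the IGF1R peak hypoxia replicate 2 exceeded hypoxia replicate 1 by 1.05. Over the other 75 normoxia peaks in 5′-UTRs this gap was 0.35 ± 0.49 on average (SD over peaks), and at 5 (6.67%) it was at least as large as at IGF1R. A general excess of that library at 5′-UTR peaks, where it was above both normoxia values at 14 of the 75 and hypoxia replicate 1 at 0, may therefore account for part of the value of IGF1R in hypoxia replicate 2. The average excess is well below the gap at IGF1R. Whether this excess is technical or a difference between the cultures was not tested.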
